A study of Mus musculus with 2 samples. Its data were reported in "DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function" (2025).

How the data were processed

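Single-cell RNA sequencing was carried out on dissociated cells of the dorsal telencephalon, the embryonic brain region that forms the cerebral cortex, from wild-type (WT) mouse embryos at embryonic day 16.5. The series was set up to compare control embryos with embryos that lose the histone methyltransferase gene Dot1l in Emx1-Cre-expressing cortical cells. Only 2 WT libraries entered the work described here, named WT replicate 1 and WT replicate 6, and the conditional knockout was not analysed here. No comparison between genotypes was therefore made. Per the labels, libraries were prepared with the droplet-based 10x Genomics single-cell 3' chemistry, version 3.1, in which each captured mRNA molecule carries a unique molecular identifier (UMI).

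The authors aligned and counted the reads with Cell Ranger 7.0.0, and the deposited values are raw UMI counts per gene and cell, without normalization. The matrices held only barcodes already called as cells, since the shallowest cell had 500 UMIs in both libraries. Genome build and gene annotation were not named in the files, so genes are given by symbol and Ensembl identifier and no coordinates are printed. Whether intronic reads were counted was not stated either. This Cell Ranger version counts them unless told otherwise, which raises the counts of long genes such as Nrxn3, Nlgn1 and Erbb4. Each test therefore compared a gene only with itself between cell classes. Such a comparison does not remove the effect if the share of intronic reads differs between classes, which was not checked. The ligand-receptor scores multiply levels of different genes and carry the effect of gene length in full.

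The libraries were first compared with each other by a chi-square test of their summed counts over 26962 genes. The statistic was 724395.6 on 26961 degrees of freedom, or 26.9 per degree of freedom. Xist, expressed from the inactive X chromosome, had 76258 UMIs in WT replicate 1 and 10 in WT replicate 6, while the Y-linked gene Ddx3y had 5 and 2193. The matrices were accordingly treated as 2 separate libraries.

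Cells with 1500 to 60000 UMIs and under 10% mitochondrial UMIs were kept. Doublets were scored in each library by the Scrublet method, written out in Python: 2 simulated doublets were drawn per cell, and each cell's score came from the share of simulated doublets among its nearest neighbours in 30 principal components. The cells with the highest scores were left out, as many as a rate of 0.8% per 1000 called cells gives. Cells of both libraries were clustered together after scaling to 10000 counts per cell and log transformation, with 2000 variable genes, 30 principal components, 15 nearest neighbours and the Leiden method at resolution 1. The 34 genes of a fixed list of interest were kept out of the variable genes, so that none of them shaped the clusters.

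Clusters were named with the suffix "-like" from 18 marker sets. A marker set was scored in each cluster by its mean log2 ratio against all other cells, with 10 added to both levels in CPM (UMIs scaled to a common total). A name required a score of at least 0.5, or 1.0 where none of the top 10 genes of the cluster was a marker of the class. It further required at least 3 markers detected in 25% of the cells and a lead of 0.5 over any other class. These thresholds were set after the clusters had been seen, and cells of clusters that missed them are reported as unnamed. Sst+ interneurons were interneuron-like cells with at least 1 Sst UMI. Cell-cycle phases were assigned with scanpy from 43 S-phase and 53 G2/M genes, without genes of the fixed list.

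For tests between cell classes, UMI counts were summed per library and class, giving 2 sums per class, because cells are not replicates. Sums were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, two-sided) after TMM scaling and filterByExpr, with only the 2 compared classes in a fit and Benjamini-Hochberg adjustment over all genes tested. Adjustment over the fixed list alone was done as well. Standard errors were derived from the log2 change and the F statistic. Log2 differences within a library were taken from log2 CPM with a prior count of 0.5. Both classes of a comparison come from the same libraries, so a fit with the library as a replicate block was an alternative. The deviations of same-library sums from the class means were correlated across genes with r of 0.14, 0.18, 0.28 and 0.12 in the comparisons of Sst+ interneurons with RGCs, Sst+ interneurons with IPCs, RGCs with IPCs and Sst+ interneurons with excitatory neurons.

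The test was checked on simulated data. Counts of both classes were drawn independently from the means of the second-named class, with the real library sizes and common dispersion. Changes were put into 200 genes, drawn from those with an expected count of at least 10 in each sum before the change. All other genes were equal, whereas 6469 of 12316 real genes passed between Sst+ interneurons and RGCs. Scaling and false calls were thus not tested where many genes differ. Recovery of genes with fewer UMIs was not tested. A 2-fold change was recovered for 64% of the genes for Sst+ interneurons against RGCs, 63% against IPCs, 88% for RGCs against IPCs and 63% for Sst+ interneurons against excitatory neurons. A 4-fold change was recovered for 98%, 98%, 100% and 96%. False calls made up 6.36%, 3.59%, 5.53% and 3.05% of all calls over 11754, 11543, 12454 and 14270 genes.

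Ligand-receptor pairs were scored per library as L × R / (0.5 + L × R), the form used by CellChat, where L and R are trimeans (quartile-weighted means) over sender and receiver cells of ln(1 + UMIs per 10000). The interaction database of CellChat was not used here, and 37 neurexin-neuroligin and ephrin-Eph pairs were scored in its place. No p-value was computed for them. Scores of some of these pairs are not reported here. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs without replacement, leaving out shallower cells. Shares of single libraries, and Sst shares with the cells of both libraries pooled, carry 95% Wilson intervals, which cover counting error only. Ratios of median UMIs between cells removed as doublets and kept cells carry 95% bootstrap intervals over cells, from 2000 resamples. The doublet score was also computed with the nearest 45 of its 135 neighbours, to weigh its effect on small classes.

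The fixed gene list, the marker genes, the pairs, the tests and all alternatives except 1 were chosen before the data were examined. Always named were Nrxn3, Nlgn1, Efnb2, Epha4, Dnmt1 and Dot1l. In each comparison, up to 3 further listed genes with the largest rise and up to 3 with the largest fall were named, provided that their adjusted p was under 0.05 and both libraries changed the same way. Alternatives were DESeq2, scaling by total counts alone, no filter on low counts, the replicate block, all named classes in a single fit, a sender class with at least 2 Sst UMIs or of all MGE-interneuron-like cells, G1 progenitors only, no removal of doublets, cells with 3000 to 30000 UMIs and under 5% mitochondrial UMIs, Leiden resolution 0.5 and leaving out each library. MGE-interneuron-like cells were those of the clusters named for MGE interneurons (674 and 642 cells), with or without an Sst UMI. Sst+ cells of other interneuron-like clusters were not among them, including 46 of the cluster with the highest Sst share (23.35%). With doublets kept, all cells were clustered and named again. The stricter cell filter was applied without new clustering. Leaving a mixed cluster out of the IPC-like cells was added after seeing the data. Thinning to 4000 UMIs, no thinning, a 10% trimmed mean and a plain mean were tried for shares and pair scores.

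Software comprised Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0 and leidenalg 0.10.2, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.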

Results

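To examine which signals SST+ cortical interneurons could send to cortical progenitors, the transcriptomes of single cells from the E16.5 dorsal telencephalon of WT mouse embryos were analysed. SST+ interneurons are inhibitory neurons that express somatostatin and migrate into the cortex from the medial ganglionic eminence (MGE). The progenitors of interest were radial glial cells (RGCs) and intermediate progenitor cells (IPCs), which give rise to cortical excitatory neurons. The 2 libraries formed 1 group. WT replicate 1 held 14136 cells with 74930397 UMIs in total and a median of 2967 UMIs per cell. WT replicate 6 held 13046 cells with 68964234 UMIs and a median of 3381.5. Summed over all cells, the libraries were correlated across genes with a Pearson r of 0.997 on the log2 scale, where genes are not independent replicates. Of these cells, 8139 and 8209 passed the filters on UMIs and mitochondrial content. A further 920 and 857 cells were left out as likely doublets, which left 7219 and 7352 cells.

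Clustering placed 30.9% ± 2.98 (SD, n = 2 libraries) of these cells among excitatory-neuron-like cells. Interneuron-like cells made up 19.9% ± 1.12, IPC-like cells 7.38% ± 0.303 and RGC-like cells 6.02% ± 0.514. In single libraries, RGC-like cells made up 6.39% (95% Wilson interval 5.84 to 6.97%) of WT replicate 1 and 5.66% (5.15 to 6.21%) of WT replicate 6. Clusters that did not meet all naming criteria held 24.6% and 23.2% of the cells. Striatal-neuron-like cells made up 3.40%. Striatal neurons were also the best-scoring marker set of an unnamed cluster of 524 cells. Ganglionic eminence progenitors were that of unnamed clusters of 429 and 334 cells. The tissue may thus have held cells from outside the cortex, and some interneuron-like cells, senders included, may be among them. The share of excitatory-neuron-like cells moved most, to 38.0%, when only cells with 3000 to 30000 UMIs and under 5% mitochondrial UMIs were used. The IPC-like class included a cluster of 227 cells with mixed identity, in which 36.1% of the cells had a UMI of the interneuron marker Dlx1 and 24.2% a UMI of the IPC marker Eomes.

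Sst+ interneurons, the sender class, comprised 160 cells in WT replicate 1 and 132 in WT replicate 6. They made up 10.7% (95% Wilson interval 9.26 to 12.4%) and 9.42% (8.0 to 11.1%) of the interneuron-like cells. Their summed UMIs amounted to 846112 and 672812, against 4047192 and 3545999 for RGCs and 4785524 and 4643802 for IPCs. Sst+ interneurons had median depths of 4528.5 and 4459.5 UMIs per cell, above the 3465 and 3191.5 of the other interneuron-like cells. Of the 292 sender cells, 151 had a single Sst UMI. Interneuron-like clusters were split at an unthinned Sst share of 5%, so the 2 sets differ in Sst by construction. At 2000 UMIs per cell, Sst was detected in 12.4% of the cells (10.7 to 14.4%) in the 3 clusters with the highest Sst shares. In the other 2 interneuron-like clusters it was detected in 1.71% (1.10 to 2.65%). The share was 1.12% (0.854 to 1.48%) among excitatory-neuron-like cells and 3.33% (2.12 to 5.21%) among erythroid-like cells, which should lack the gene. No UMI was found in 61 microglia-like cells, for which the interval reaches 5.92%. Without thinning these shares were 15.9%, 3.77%, 4.05%, 6.04% and 8.45%, at median depths of 3540, 3240, 8246, 2945 and 7033 UMIs. At 2000 UMIs, the 3 high-share clusters taken singly lay at 15.3%, 18.5% and 4.20% (2.60 to 6.71%). The last overlapped a low-share cluster at 2.57% (1.36 to 4.81%), so the split was not sharp. The 2 low-share clusters contributed 52 of the sender cells, so the sender class contained cells in which Sst was near the level of other cell types.

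To determine which listed genes differed between senders and RGCs, summed UMI counts were compared by edgeR's quasi-likelihood test. Of 32 listed genes tested, 27 had an adjusted p under 0.05, of which 19 were higher and 8 lower in Sst+ interneurons. With p-values adjusted over the list alone, 28 passed. DESeq2 moved the count most, to 20. Among all 12316 genes tested 6469 passed. Nrxn3 (ENSMUSG00000066392), which encodes the presynaptic adhesion protein neurexin 3, reached 13688 ± 657 CPM (UMIs scaled to a common total per class and library; SD, n = 2) in Sst+ interneurons and 606 ± 1.60 in RGCs. The log2 difference was 4.57 (SE 0.12, adjusted p = 3.9e-10), and it lay at 4.53 and 4.61 in the single libraries. Keeping doublets lowered it most, to 3.70. Efnb2 (ENSMUSG00000001300), which encodes the ligand ephrin B2, measured 186 ± 21.2 CPM in Sst+ interneurons and 141 ± 15.6 in RGCs. Its log2 difference of 0.48 (SE 0.14, adjusted p = 0.0127) was 0.71 in WT replicate 1 and 0.24 in WT replicate 6. This call was not made by DESeq2 (log2 difference 0.40, adjusted p = 0.200) or with doublets kept (0.39, adjusted p = 0.0563).

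Both receptors were lower in Sst+ interneurons than in RGCs. Nlgn1 (ENSMUSG00000063887), encoding the neurexin receptor neuroligin 1, measured 549 ± 49.5 and 1093 ± 88.1 CPM, a log2 difference of -0.92 (SE 0.13, adjusted p = 1.2e-04). It did not pass when all named classes entered a single fit (-0.87, adjusted p = 0.106). Epha4 (ENSMUSG00000026235), encoding the ephrin receptor EPHA4, measured 202 ± 20.5 and 402 ± 25.8, a log2 difference of -0.91 (SE 0.14, adjusted p = 1.9e-04). With all MGE-interneuron-like cells as senders the Epha4 difference was -0.03 (adjusted p = 0.816). That class did not contain all Sst+ interneurons, since it left out 46, 34 and 18 of them in other interneuron-like clusters. The largest rises among further listed genes were those of Erbb4 (ENSMUSG00000062209; log2 difference 5.50), Nrxn2 (ENSMUSG00000033768; 2.19) and Efnb3 (ENSMUSG00000003934; 2.11). The largest falls were those of Emx1 (ENSMUSG00000033726; -3.18), Efnb1 (ENSMUSG00000031217; -2.00) and Efna4 (ENSMUSG00000028040; -1.90). The Emx1 value was -4.34 in WT replicate 1 and -2.42 in WT replicate 6. Emx1 had 1 and 4 UMIs and Efna4 3 and 2 UMIs in the sender sums, and DESeq2 did not call Efna4. Efna3 and Dnmt3b had too few counts to be tested.

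**Figure D1:**
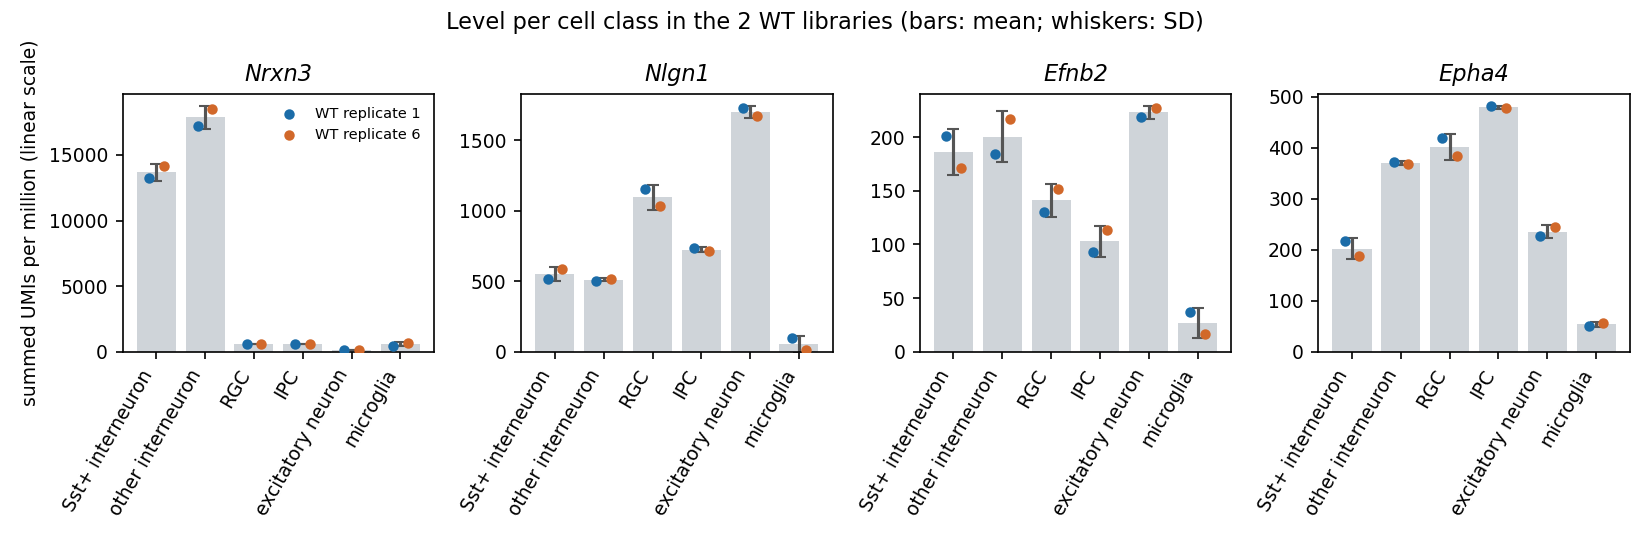
Level of Nrxn3, Nlgn1, Efnb2 and Epha4 in CPM (vertical axes, linear, each gene on its own scale) in 6 cell classes (horizontal axes). Points are the 2 WT libraries, bars their mean and whiskers the SD; Nrxn3 reached 13688 in Sst+ interneurons against 606 in RGCs and 562 in IPCs.

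Against IPCs, 21 of 31 listed genes tested had an adjusted p under 0.05, 14 higher and 7 lower in Sst+ interneurons, and 21 passed when adjusted over the list alone. Nrxn3 stood at 562 ± 5.30 CPM in IPCs, and its log2 difference was 4.63 (SE 0.14, adjusted p = 7.1e-12). Efnb2 stood at 103 ± 14.5, and its difference was 0.89 (SE 0.14, adjusted p = 1.1e-04), with 1.15 and 0.62 in the single libraries. Epha4 was lower in Sst+ interneurons by edgeR's quasi-likelihood test, with a log2 difference of -1.22 (SE 0.14, adjusted p = 3.7e-06). With all MGE-interneuron-like cells as senders the Epha4 difference shrank to -0.36, although it was still called. The lower Nlgn1 level (-0.37, SE 0.13, adjusted p = 0.0299) was lost with at least 2 Sst UMIs per sender, with the stricter cell filter and with all named classes in a single fit. The further rises were those of Erbb4 (6.67), Wnt7a (ENSMUSG00000030093; 2.74) and Nlgn3 (ENSMUSG00000031302; 2.74), and the further falls those of Emx1 (-4.80), Efna4 (-2.48) and Epha3 (ENSMUSG00000052504; -1.33). The Emx1 value was -6.14 in WT replicate 1 and -3.89 in WT replicate 6. Efna3, Ephb3 and Dnmt3b were not tested for want of counts.

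To compare the receiving cell types, RGCs were set against IPCs. Here 24 of 33 listed genes tested passed, 13 higher and 11 lower in RGCs, and 25 passed when adjusted over the list alone. All named classes in a single fit gave 17. Nlgn1 was higher in RGCs, at 1093 ± 88.1 against 723 ± 17.2 CPM, with a log2 difference of 0.53 (SE 0.10, adjusted p = 0.00213). Epha4 was lower in RGCs than in IPCs, where it reached 480 ± 2.85, with a log2 difference of -0.33 (SE 0.10, adjusted p = 0.0233). Neither call held with all named classes in a single fit (adjusted p = 0.370 and 0.279), and that of Epha4 was lost without TMM scaling (-0.25, adjusted p = 0.0608). Nrxn3 gave no call (0.04, SE 0.09, adjusted p = 0.770), but it was called higher in RGCs in 4 of 10 alternatives. Its log2 difference was 0.84 among G1 cells alone, 0.56 with doublets kept, 0.37 at Leiden resolution 0.5 and 0.32 (adjusted p = 0.0468) without the IPC-like cluster of mixed identity. Efnb2 was higher in RGCs (0.38, SE 0.12, adjusted p = 0.0247), a call that was lost in 4 of 10 alternatives, with the smallest value among G1 cells (0.31, adjusted p = 0.217). Wnt7a (2.44), Nlgn3 (1.92) and Ephb1 (ENSMUSG00000032537; 1.81) rose most, and Epha3 (-2.59), Robo2 (ENSMUSG00000052516; -1.91) and Epha7 (ENSMUSG00000028289; -1.74) fell most. Efna3 was not tested.

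As a comparison among postmitotic cells, Sst+ interneurons were set against excitatory-neuron-like cells. Of 34 listed genes tested, 19 passed, 10 higher and 9 lower, and 21 passed when adjusted over the list alone. Of these 21, 47.6% were higher, against 58.8% of the 17 called without TMM scaling. TMM scaling moved the median change of all genes from 0.06 to -0.04 here, and changes are given on the TMM scale. Nrxn3 stood at 96.7 ± 2.01 CPM in excitatory neurons, and the log2 difference was 7.04 (SE 0.10, adjusted p = 2.5e-10). Nlgn1 was lower in Sst+ interneurons (-1.74, SE 0.10, adjusted p = 1.0e-06), and excitatory neurons held 1700 ± 42.1. Efnb2 was lower as well (-0.36, SE 0.11, adjusted p = 0.0447). The value was -0.22 in WT replicate 1 alone, and the call was lost in 5 of 10 alternatives. Epha4, at -0.17 in WT replicate 1 and -0.50 in WT replicate 6, did not pass (-0.33, SE 0.11, adjusted p = 0.0676). It did pass when adjusted over the list alone (adjusted p = 0.0267). It also passed with the library as a replicate block (-0.32, adjusted p = 0.0127) and without a filter on low counts (-0.41, adjusted p = 0.0127), and it was higher with all MGE-interneuron-like cells as senders (0.54, adjusted p = 0.00186). Erbb4 (8.22), Wnt7a (4.50) and Cxcr4 (ENSMUSG00000045382; 4.43) rose most. Emx1 (-4.17), Efna4 (-2.72) and Efna3 (ENSMUSG00000028039; -2.24) fell most, each with 4 UMIs or fewer in either sender sum. Without WT replicate 1 the Efna3 value was -1.45 and that of Emx1 -3.45, and without WT replicate 6 they were -3.60 and -5.45.

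Detection per cell was compared after thinning to 2000 UMIs, which left out 41 Sst+ interneurons, 39 RGCs, 38 IPCs and 10 microglia-like cells. Nrxn3 was detected in 100% ± 0 (SD, n = 2) of Sst+ interneurons, 35.4% ± 3.35 of RGCs and 29.97% ± 0.834 of IPCs. Microglia-like cells, which should lack the gene, gave 19.6% ± 3.28, and excitatory-neuron-like cells 9.61% ± 1.49. In CPM, the Nrxn3 level of microglia-like cells (579 ± 158) was as high as that of RGCs. Unthinned shares were 99.6%, 53.6%, 47.8%, 23.9% and 24.9% in the same order. Median depths of RGCs were 8600 and 8204.5 UMIs, those of IPCs 8643 and 8139.5, those of microglia-like cells 6590 and 7057.5, and those of excitatory neurons 8777 and 7822. Nlgn1 was detected in 43.0% of Sst+ interneurons, 74.3% of RGCs, 53.5% of IPCs and 10.2% of microglia-like cells, and unthinned in 51.0%, 91.8%, 74.4% and 17.1%. Efnb2 shares were 33.8%, 24.1%, 17.6% and 3.45%, and unthinned 53.3%, 56.1%, 48.6% and 14.1%. Epha4 shares were 23.3%, 48.2%, 52.4% and 8.14%, and unthinned 32.3%, 79.6%, 83.9% and 16.9%. The thinned microglia-like shares differed between WT replicate 1 and WT replicate 6, at 17.2% and 3.13% for Nlgn1 and 6.90% and 0% for Efnb2.

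Next, ligand-receptor scores from Sst+ interneurons to progenitors were ranked among 37 pairs. For each receiver 9 pairs scored above 0, and these were not all the same pairs. The ranks set levels of different genes against each other, and Nrxn3 and Nlgn1 are long genes, whose counts are raised if intronic reads were counted. Nrxn3-Nlgn1 ranked 1 towards RGCs (score 0.958 ± 0.0015, SD, n = 2) and towards IPCs (0.936 ± 0.0082), in both libraries. Efnb2-Epha4 ranked 4 for both receivers and in both libraries, with scores of 0.669 ± 0.029 towards RGCs and 0.687 ± 0.0141 towards IPCs. It was the highest of the ephrin-Eph pairs, ahead of Efna5-Epha5 (0.603) towards RGCs and Efna5-Epha3 (0.623) towards IPCs. With all MGE-interneuron-like cells as senders, Efnb2-Epha4 moved to rank 6 and rank 7. The summed Efnb2 level did not fall in that class, with log2 differences of 0.69 against RGCs and 1.08 against IPCs. Pair scores were taken without thinning, so they may also depend on the depth of the cells.

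Dnmt1 (ENSMUSG00000004099), the DNA methyltransferase gene whose function in SST+ interneurons the study examined, was detected in all classes compared. Sst+ interneurons held 48.3 ± 5.24 CPM from 44 and 30 UMIs, RGCs 69.0 ± 2.31, IPCs 77.1 ± 0.611, excitatory neurons 53.8 ± 4.12 and microglia-like cells 57.0 ± 5.12. Thinned detection was 8.25% in Sst+ interneurons, 12.6% in RGCs, 10.5% in IPCs and 9.70% in microglia-like cells, a class that need not lack this gene. The unthinned shares were 23.8%, 34.9%, 34.0% and 26.7%. By edgeR's quasi-likelihood test, the log2 difference between Sst+ interneurons and RGCs was -0.43 (SE 0.17, adjusted p = 0.0555) and did not pass. With the library as a replicate block it passed (-0.43, adjusted p = 0.0462). Against IPCs the difference was -0.63 (SE 0.17, adjusted p = 0.00616), and against excitatory neurons -0.25 (SE 0.15, adjusted p = 0.295). Between RGCs and IPCs it was -0.23 (SE 0.10, adjusted p = 0.0897), which passed with the library as a replicate block (-0.23, adjusted p = 0.0443), without the mixed cluster (-0.30) and at Leiden resolution 0.5 (-0.28), and was 0.77 with doublets kept. The directions against progenitors depended on the cell cycle. When only progenitors scored as G1 were used, Dnmt1 was higher in Sst+ interneurons than in RGCs (0.76, adjusted p = 0.0191) and IPCs (0.81, adjusted p = 0.0145). RGCs in G1 held 29.6 ± 0.77 CPM of Dnmt1 and those in S phase 151 ± 1.21. IPCs held 27.9 ± 5.67 in G1 and 197 ± 6.31 in S phase.

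**Figure D2:**
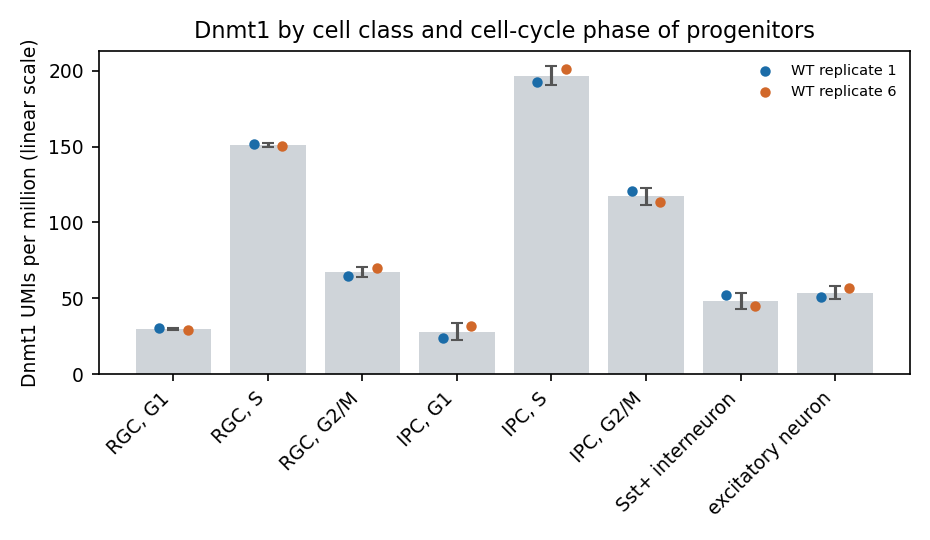
Dnmt1 level in CPM (vertical axis, linear) in RGCs and IPCs by assigned cell-cycle phase, in Sst+ interneurons and in excitatory neurons (horizontal axis). Points are the 2 WT libraries, bars their mean and whiskers the SD; Sst+ interneurons (48.3) lay above progenitors in G1 (29.6 and 27.9) and below those in S phase (151 and 197).

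Dot1l (ENSMUSG00000061589), the gene targeted in the series, was expressed in WT cells at 39.1 ± 4.86 CPM in Sst+ interneurons, 29.6 ± 3.94 in RGCs, 42.5 ± 3.15 in IPCs and 39.5 ± 0.80 in excitatory neurons. The difference between Sst+ interneurons and RGCs was 0.48 on the log2 scale (SE 0.23, adjusted p = 0.0988) and did not pass, except with all MGE-interneuron-like cells as senders (0.61, adjusted p = 0.00530). With doublets kept it was 0.044 (adjusted p = 0.871). Dot1l in Sst+ interneurons differed by -0.08 from IPCs (SE 0.20, adjusted p = 0.783) and by -0.11 from excitatory neurons (SE 0.16, adjusted p = 0.741), without a call. RGCs had less Dot1l than IPCs (-0.59, SE 0.14, adjusted p = 0.00831), a call that was lost in G1 cells (-0.23), with DESeq2 and with doublets kept. Thinned shares were 7.61% in Sst+ interneurons, 6.66% in RGCs, 8.21% in IPCs and 3.29% in microglia-like cells, against 17.2%, 21.4%, 29.2% and 21.2% without thinning.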

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

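The 12 gene results set in advance were recomputed under 10 to 12 alternatives each. Of 132 recomputed values, 115 kept their direction and their side of the threshold, 9 were weaker, 6 stronger and 2 reversed. Nrxn3 kept both against RGCs (3.70 to 5.05) and against IPCs (4.32 to 5.09), and so did Efnb2 against IPCs (0.75 to 1.08). Dnmt1 against excitatory neurons stayed without a call (-0.34 to -0.14). These ranges leave out the single libraries, which allow no test and gave 4.53 to 4.61 and 4.58 to 4.69 for Nrxn3, 0.62 to 1.15 for Efnb2 and -0.46 to -0.07 for Dnmt1.

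Using only G1 progenitors reversed Dnmt1 in Sst+ interneurons against RGCs (0.76) and IPCs (0.81), in line with its levels by phase (29.6 CPM in G1 and 151 in S phase in RGCs). It also reversed 2 further named results without a call, Dot1l against IPCs (0.041) and Dnmt1 in RGCs against IPCs (0.024). Keeping doublets weakened Dnmt1 against IPCs (-0.040, adjusted p = 0.888), strengthened it against RGCs (-0.88), reversed it in RGCs against IPCs (0.77) and weakened Efnb2 against RGCs (0.39). The cause was not tested, although the G1 share of RGC-like cells went from 45.5% to 40.5% and that of IPC-like cells from 56.5% to 64.4%. All cells were clustered again with doublets kept. IPC-like cells fell from 1075 to 952, so the change mixes added doublets with cells that changed class. Dnmt1 against RGCs also passed with all MGE-interneuron-like cells as senders (-0.39), without a filter on low counts (-0.56) and without TMM (-0.50). DESeq2 weakened Dnmt1 against IPCs (-0.70) and Efnb2 against RGCs (0.40). The adjusted p ranged from 1.7e-04 to 0.200 for Efnb2 against RGCs and from 0.00149 to 0.274 for Dnmt1 against RGCs over the alternatives. For these changes the cause was not tested.

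With all MGE-interneuron-like cells as senders, Epha4 against RGCs was no longer called (-0.033) and Dot1l against RGCs was (0.61). Epha4 against excitatory neurons reversed to 0.54, and Dot1l, without a call, reversed against IPCs (0.026) and excitatory neurons (0.002). Without TMM, Dot1l against excitatory neurons was 0.0004 and Epha4 in RGCs against IPCs was weaker (-0.25). A single fit of all named classes weakened Nlgn1 against RGCs (-0.87), Nlgn1 in RGCs against IPCs (0.53) and Epha4 in RGCs against IPCs (-0.32) by its larger standard errors of 0.43, 0.42 and 0.21. The library as a replicate block turned Dnmt1 against RGCs into a call (-0.43) and changed no other call among the 12. Among the other named results it turned Epha4 against excitatory neurons (-0.32) and Dnmt1 in RGCs against IPCs (-0.23) into calls and changed no further one. Among the 36 other named gene results, 351 of 384 recomputed values were unchanged in direction and call, 17 weaker, 9 stronger and 7 reversed. The total counts of listed genes past the threshold stayed within 1.5 times the reported ones under all alternatives run. By direction, the 8 listed genes lower in Sst+ interneurons than in RGCs went to 5 with DESeq2 and to 5 with all named classes in a single fit. Leaving out either library left a single sum per class, so no counts could be given. Dot1l against RGCs was 0.47 to 0.48 in the single libraries, but moved most with doublets kept, to 0.044 (adjusted p = 0.871), within a range of adjusted p from 0.00530 to 0.871. G1 progenitors gave no value for the comparison with excitatory neurons. Leaving out the mixed cluster, chosen after seeing the data, changed none of the 5 preset results with IPCs, but turned Nrxn3 (0.32) and Dnmt1 (-0.30) in RGCs against IPCs into calls.

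Nrxn3-Nlgn1 ranked 1 under every averaging, sender, doublet and phase alternative run. Efnb2-Epha4 moved from rank 4 to 5 towards RGCs and 5 towards IPCs with a 10% trimmed mean, to 5 and 6 with a plain mean, and to 6 and 7 with all MGE-interneuron-like cells as senders.

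Class shares moved with the cell filter. With 3000 to 30000 UMIs and under 5% mitochondrial UMIs, 38.0% of cells were excitatory-neuron-like, 13.9% interneuron-like, 1.68% Sst+ interneurons, 9.63% IPC-like, 6.87% RGC-like and 21.7% unnamed. The cells were not clustered again for this, so the shares moved because cells outside the limits were left out. Interneuron-like cells went from 2893 to 1278 and excitatory-neuron-like cells from 4498 to 3510. Interneuron-like cells without an Sst UMI had median depths of 3465 and 3191.5 UMIs, near the lower limit, against 8777 and 7822 for excitatory neurons. The UMI and mitochondrial limits were not applied separately. Keeping doublets gave 18.6% interneuron-like, 5.82% IPC-like and 7.39% RGC-like cells. At Leiden resolution 0.5, 36.0% were excitatory-neuron-like, 6.96% IPC-like and 17.2% unnamed.

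Shares of RGCs and IPCs with a UMI were higher at 4000 than at 2000 UMIs for the 6 genes, and higher again without thinning. In Sst+ interneurons those of Nrxn3, Nlgn1 and Efnb2 were not higher without thinning than at 4000 UMIs, where shallower cells are left out. Thinned to 4000 UMIs, Nrxn3 was detected in 42.4% of RGCs and 39.3% of IPCs. For Sst+ interneurons, RGCs and IPCs in this order, the shares at 4000 UMIs were 52.2%, 87.2% and 70.0% for Nlgn1, 53.8%, 39.0% and 30.1% for Efnb2, 30.9%, 71.0% and 74.4% for Epha4, 18.9%, 21.0% and 20.0% for Dnmt1, and 10.6%, 11.2% and 15.2% for Dot1l. Without thinning they were 99.6%, 53.6% and 47.8% for Nrxn3, 51.0%, 91.8% and 74.4% for Nlgn1, 53.3%, 56.1% and 48.6% for Efnb2, 32.3%, 79.6% and 83.9% for Epha4, 23.8%, 34.9% and 34.0% for Dnmt1, and 17.2%, 21.4% and 29.2% for Dot1l. The order of shares was the opposite of that in CPM between Sst+ interneurons and RGCs for Efnb2 without thinning and for Dot1l without thinning and at 4000 UMIs, and between RGCs and IPCs for Dnmt1 at each depth. No order is read from these shares. With 44 and 30 Dnmt1 UMIs in the sender sums, the depth limits the precision of that gene.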

Other observations

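The restriction of progenitors to G1, keeping doublets and requiring at least 2 Sst UMIs were alternatives chosen before the data were examined, but their use to weigh an explanation was not. The other tests in this part were chosen after the pattern in question had been seen. The libraries form 1 group, so no biological explanation that rests on a difference between groups was tested, and the cell cycle of the progenitors was the only biological explanation tested.

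Dnmt1 was lower in Sst+ interneurons than in both progenitor classes, with log2 differences of -0.43 and -0.63, the first without a call. A candidate explanation is the share of progenitors in S and G2/M phase, in which a methyltransferase that copies marks after replication may be needed most. With G1 progenitors only, the difference was 0.76 against RGCs and 0.81 against IPCs, which is consistent with this. Since phases were scored without Dnmt1, the outcome was not fixed by construction. Whether cells called G1 included progenitors about to leave the cycle remains open.

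The Nrxn3 UMIs of RGCs may not be their own. Free RNA alone is argued against, because at equal depth 35.4% of RGCs had an Nrxn3 UMI and 9.61% of excitatory-neuron-like cells. Endothelial-, mural-, fibroblast- and erythroid-like cells lay at 4.53 to 13.2%. Microglia-like cells gave 19.6%, from 5 of 29 and 7 of 32 cells, with upper limits of 34.5% and 38.8%. Cajal-Retzius-like cells, at 34.3%, were level with RGCs, which weakens the argument. In CPM, however, microglia-like cells (579) were as high as RGCs (606). Interneurons caught in the same droplets, or their RNA, stay open. The 8 interneuron markers reached a median of 3.11% of their interneuron level in RGCs, close to the 3.50% of Nrxn3, and 3 of them lay above Nrxn3. These cannot be told apart from expression by RGCs, as Nrxn3 lies within the range of the markers. Keeping likely doublets lowered the log2 difference between Sst+ interneurons and RGCs to 3.70. This cannot show the source of the Nrxn3 UMIs in the kept RGCs, because all cells were clustered and named again. RGC-like cells went from 877 to 1208, of which 224 were likely doublets, so other cells joined the class as well.

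Sst UMIs in interneuron-like clusters with a low Sst share could come from free RNA. At equal depth 1.71% of these cells had an Sst UMI, between the 1.12% of excitatory-neuron-like cells and the 3.33% of erythroid-like cells, and its interval overlaps those of both. RGC-like cells, at 0.597% (0.255 to 1.39%), and IPC-like cells, at 1.16% (0.663 to 2.01%), were lower, with intervals that overlap it as well. Without thinning, 11 of 44 Sst-positive erythroid-like cells had at least 2 Sst UMIs. This held for 5 of 182 excitatory-neuron-like cells and 6 of 52 cells of the low-share clusters. Erythroid-like cells are therefore an uncertain measure of free RNA. Free RNA cannot be told apart from rare true Sst expression in the low-share clusters, because the classes that should lack Sst differed from each other. These clusters contributed 17.8% of the sender cells. Requiring at least 2 Sst UMIs, met by 141 of the 292 cells, changed none of the 10 preset gene results it applied to. Of the 26 other named results, 3 lost their call. These were Nlgn1 against IPCs, and Efnb2 and Efna3 (-1.73) against excitatory neurons.

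Small cell classes lost many cells to the doublet score. Of 76 oligodendrocyte-precursor-like cells found when doublets were kept, 60 were among those left out, and so were 66.1% of 186 microglia-like cells. True doublets would have more UMIs than single cells of their class. In oligodendrocyte-precursor-like cells, however, the removed cells had 0.683 times the median UMIs of the kept ones (95% bootstrap interval over cells 0.382 to 0.975), and in endothelial-like cells 0.692 times (0.520 to 0.852), in each case below 1 in both libraries. This argues against true doublets as the whole cause in these classes. In mural-like cells the ratio was 1.21 (1.02 to 1.56), which is consistent with true doublets. For microglia-like (0.824), fibroblast-like (0.996), Cajal-Retzius-like (1.09) and choroid plexus-like cells (1.83), true doublets and single cells cannot be told apart, because the intervals include 1. The size of the neighbourhood, 135 cells, is another candidate explanation. The 7 classes with fewer cells per library lost a median of 54.9%. With a neighbourhood of 45 cells and as many cells removed, of which 80.6% were the same, the median was 35.1%, which is consistent with it for part of the loss. The fall lay mostly in microglia-like (66.1 to 22.6%) and oligodendrocyte-precursor-like cells (78.9 to 31.6%). The other 5 classes changed by less than 1.5 times and still lost 28.4 to 75.0%, so the explanation of their loss stays open. RGC-like cells, a larger class, lost 18.5% and 17.5%, which the size of the class does not account for. Their removed cells had 1.315 times the median UMIs of the kept ones (95% bootstrap interval 1.132 to 1.442). The ratio was 1.07 in WT replicate 1 and 1.38 in WT replicate 6, in the direction that true doublets give. Of the 186 microglia-like cells 63 were kept. The clustering without the removed cells named 71 cells microglia-like, and the values given as background above rest on these.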
